# Effects of phytosterols' intake on systemic and tissue-specific lipid metabolism in C57BL/6J mice

**DOI:** 10.3389/fnut.2022.924236

**Published:** 2022-07-27

**Authors:** Qian Zhu, Jingjing Wu, Jianling Li, Shengquan Wang, Daxue He, Xuemei Lian

**Keywords:** phytosterols, cholesterol, lipid metabolism, tissue specificity, RNA-seq

## Abstract

This study aimed to investigate the long-term effects of phytosterols (PS) intake on systemic and tissue-specific lipid metabolism in C57BL/6J mice. Healthy male C57BL/6J mice were randomly divided into control diet group (CS) and PS diet group (2% PS). After 28 weeks of continuous feeding, serums, livers, and lungs were collected for targeted free sterols quantification, biochemical tests, lipid profile detection, and RNA-seq analysis. Compared with the CS group, 2% PS supplementation significantly increased campesterol concentrations and its ratio to cholesterol in the serum, liver, and lung of mice, with cholestanol concentrations and its ratio to cholesterol decreased. Total cholesterol (TC) levels were reduced in the serum of the PS group (*p* < 0.05), with the triglyceride (TG) levels unchanged. In response to the decreased circulating cholesterol concentration, the expression of endogenous cholesterol synthesis genes was upregulated in the liver, but caused no obvious lipid accumulation and inflammatory cell infiltration. However, for peripheral tissues, long-term PS-fed mice exhibited diminished cholesterol synthesis, fatty acid transport, and oxidation in the lung. The results provided clear indication that 2% PS diet effectively reduced circulating TC levels in the healthy mice, with tissue-specific lipid metabolic regulation in the liver and the lung.

## Introduction

Phytosterols (plant sterols/stanols) (PS) are natural dietary ingredients, mainly derived from vegetable oils, cereals, legumes, nuts, fruits, and vegetables. Because they share structural similarities with cholesterol, it is well-established that PS interfere with intestinal cholesterol absorption and get the systemic cholesterol-lowering effect (1–3). The European Atherosclerosis Society recommended daily intake of 2 g PS is effective in reducing low-density lipoprotein (LDL)-cholesterol levels by 8–10% (4).

In the early days of PS research, it is believed that PS can hardly appear in the circulation. At present, increasing evidence suggests that even though the absorption rate of PS is low compared to cholesterol, it does appear in the circulation and plasma concentrations increase after higher intake. The small amounts of PS absorbed are rapidly taken up by the liver and transported to different tissues by lipoproteins (4). However, the evidence related to pathophysiological effect of absorbed PS on tissue-specific metabolic and functional markers is still scarce.

The liver is the central organ of lipid metabolism and responds positively to the dynamic state of circulating cholesterol. Even though beneficial effects of PS on diminishing high-fat diet-induced liver inflammation were reported recently (5), parenteral nutrition (PN) with a soy-based lipid emulsions (SOLE), which are rich in plant sterols, increase the risk for cholestasis and hepatobiliary injury was also observed (6). This paradox warrants further study.

The lung is not a classical organ suffering from lipid disturbance, while current studies clearly indicate that cholesterol is necessary to maintain the normal physiological function of type II alveolar cells (7–9). The dynamic balance of alveolar lipids is closely related to the immune response (10–12) and even cancer environment (13, 14) in the lung. Therefore, emerging roles have connected lipid metabolism with lung physiology and immune homeostasis, and this intriguing area of research holds the promise of uncovering novel lipid-regulating treatments for controlling lung diseases. Studies by our group and others demonstrated the protective role of PS on LPS-induced acute lung injury in mice (15) and patients with asthma (16). Still, it is an emerging frontier in the field of pulmonary research and fundamental studies are needed.

To demonstrate tissue-specific lipid metabolism and its possible pathophysiological effect, 2% PS were added to the diet of healthy C57BL/6J mice in this study. After 28-week feeding, the PS supplementation increased free sterol levels in multiple tissues, including serum, liver, and lung. With the decrease in circulating cholesterol concentration, the expression of endogenous cholesterol synthesis genes was upregulated in the liver, but caused no obvious lipid accumulation and liver inflammation. In contrast, genes associated with cholesterol synthesis, fatty acid transport, and oxidation were downregulated in peripheral tissues like the lung. Part of these results was published as a conference abstract in the American Society for Nutrition meeting, NUTRITION 2021 LIVE ONLINE (17).

## Materials and methods

### Animals and diets

All animal experiment procedures were in accordance with the principles of medical ethics, reviewed and approved by the Biomedical Ethics Committee of Chongqing Medical University (Chongqing, China) and carried out in accordance with the approval guidelines (approval document no. 2021008). The protocols for both laboratory animal handling and experiments were in strict accordance with the Chongqing Management Approach of Laboratory Animal (Chongqing government order no. 195). Six-week-old healthy male wild-type C57BL/6J mice (*n* = 24) were purchased from the Experimental Animal Center of Chongqing Medical University and housed in a specific pathogen-free animal laboratory (constant temperature and humidity, 12 h light/dark cycles, with adequate sterile food and drinking water). Body weight of the mice was measured weekly. The animals were randomly divided into control diet group (CS) and PS diet group (2% PS). The 2% PS level we used in this study is a dosage commonly used in animal studies since it reflects a ratio compared to dietary cholesterol intake seen in humans (18, 19). The PS (44.23% β-sitosterol, 25.95% campesterol, 19% stigmasterol, and others) were purchased from Xi'an Hysf Biotechnology Co., Ltd., Xi 'an, China, and the feed was synthesized by Jiangsu Madisen Biomedical Co., Ltd., Jiangsu, China. Feed formula was adjusted according to relevant literature (20, 21), and the specific formula is shown in Table 1. After adaptive feeding for 3 weeks, mice were continuously fed for 25 weeks before sacrifice.

**Table 1:** Formulation of control and phytosterols-supplemented diets for C57BL/6J mice.

**Ingredient^a^**	**Control**	**Phytosterol**
Casein	200	200
DL-Methionine	3	3
Corn starch	398	398
Maltodextrin	132	132
Sucrose	120	120
Cellulose	50	50
Soybean oil	25	25
Lard	20	20
Mineral mix AIN93G	24	24
Vitamin mix AIN93G	14	14
Choline bitartrate	1	1
Potassium citrate	10	10
Sodium chloride	2	2
Phytosterols^b^	0	20
Total	999	1019

a The feed was synthesized by Jiangsu Madisen Biomedical Co., Ltd., Jiangsu, China.

b The phytosterol was purchased from Xi'an Hysf Biotechnology Co., Ltd., Xi'an, China. Composition (as is basis): total sterols>95%; β-sitosterol, 44.23%; campesterol, 25.95%; stigmasterol, 19% and others.

### Sample collection

Animal surgery was performed under 1% sodium pentobarbital anesthesia (0.1 mg/10 g weight), and all efforts were made to minimize animal suffering. The blood samples were taken by cardiac puncture, placed for 4 h at room temperature before centrifugation, and performed at 3,000 rpm for 15 min at 4°C. The upper layer of clarification solution was collected and stored frozen at −80°C. Livers and lungs were quickly collected, weighed, and partially fixed in 4% paraformaldehyde for analyses. Others were stored at −80°C for RNA and protein extraction.

### Lipid profile detection

Serum biochemical indexes were determined using Mindray BS-400 automatic biochemical analyzer (Shenzhen, China), including aspartate aminotransferase (AST), alanine aminotransferase (ALT), total cholesterol (TC), triglyceride (TG), high-density lipoprotein (HDL)-cholesterol, and LDL-cholesterol levels. Non-HDL-cholesterol level was calculated according to the following equation:

(1) $$\begin{array}{r} \text{Non\_HDL\_Cholesterol = TC}-\text{HDL}\_\text{Cholesterol} \end{array}$$

The detection and analysis of free sterols in the serum, liver, and lung were commissioned by the Shanghai Metabolome Institute-Wuhan, Wuhan 430075, China. Tissue samples (20 mg) were extracted with 1,000 μl pre-cooled methanol (Thermo Fisher, USA) using tissue lyser at 50 Hz for 90 s (10 μl serum emulsion samples were mixed with 100 μl of pre-cooled methanol for protein precipitation). The supernatant was obtained after centrifugation at 12,000 rpm for 10 min at 4°C with the above extraction repeated once. The supernatant was dried and mixed with 200 μl pyridine solution containing 8 mg picolinic acid (Sigma-Aldrich, USA), 22 mg 2-methyl-6-nitrobenzoic anhydride (Sigma-Aldrich, USA), and 4 mg 4-dimethylaminopyridine (Sigma-Aldrich, USA), and then incubated at 80°C for 60 min. The mixture was cooled down to the ambient temperature and added with 400 μl hexane (Thermo Fisher, USA)/ethyl acetate (SCRC,China) (1:2, v/v). The extraction was dried and re-dissolved in 200 μl acetonitrile (Thermo Fisher, USA) followed by filtering the solution by a 0.22-μm membrane filter. All samples were tested on an ultra-performance liquid chromatography-mass spectrometry (1290-6470 UPLC-MS/MS, Agilent, USA). Peak determination and peak area integration were performed with MassHunter Workstation software (Agilent, version B.08.00). The concentration of free sterols was detected by external standard method. Standard curves were constructed by least-squares linear regression analysis using the peak area ratio of derivatized individual standard against the nominal concentration of the calibrator. Based on the corresponding standard curve and the peak height or peak area of the sample to be measured, the concentration of measured free sterols in the sample can be obtained.

According to instruction of the manufacturer, the TC and TG levels in the liver and lung tissues were determined using tissue TC and TG enzymatic assay kit (E1015 and E1013, respectively) from Applygen Technologies Inc., Beijing, China.

### Hematoxylin and eosin staining

The liver tissue specimens were fixed with 4% paraformaldehyde, embedded with liquid paraffin, and sectionalized with 4 μm thickness for hematoxylin and eosin (H&E) staining. The slices were roasted overnight at 60°C, dewaxed in xylene, fully hydrated with gradient alcohol at a concentration of 100–95–80–75%, washed with PBS three times, soaked in hematoxylin dye for 3–5 min, rinsed with tap water, observed the degree of nuclear staining under a microscope, adjusted the depth of nuclear staining with 1% hydrochloric acid ethanol, and stained with eosin dye solution for 1–3 min at room temperature. Finally, the slices were dehydrated and sealed with neutral resin. Images were captured with the digital biopsy scanner (Pannoramic DESK; Hungary).

### Western blot

A total of 50 mg liver tissues were harvested and the whole proteins were extracted using a mixture of 100 μl lysis buffer, 1 μl protease inhibitor (100× ), 1 μl phosphatase inhibitors (100× ), and 1 μl phenylmethanesulfonyl fluoride (100× ). Protein samples were resuspended in SDS-PAGE sample loading buffer (Beyotime Biotechnology, China) and loaded onto 6 or 8% sodium dodecyl sulfate–polyacrylamide gel electrophoresis (Bio-Rad, Hercules, CA) under denaturalizing conditions. After protein separation, it was electro-blotted onto a polyvinylidene difluoride membrane (Bio-Rad, Hercules, CA, USA), blocked with 5% skim milk powder, followed by overnight immunoblotting at 4°C with diluted primary antibody. The hybridization bands were combined with the corresponding secondary antibodies (Zhongshan, Beijing, China) conjugated with horseradish enzyme at 37°C. Protein concentration was detected *via* commercially available BeyoECL Star ultra-sensitive ECL chemiluminescence kits (Beyotime Biotechnology, China). Protein expression was quantitated using ImageJ software (NIH, Bethesda, MD, USA). The primary antibodies used in the study were β-actin (1:1,000, TA-09, Zhongshan, Beijing, China), anti-HMGCR (1:1,000, ab174830, Abcam, UK), and anti-SREBP2 (1:500, sc-13552, Santa Cruz Biotechnology, USA).

### Enzyme-linked immunosorbent assay

The concentrations of TLR4 and ICAM2 in serum and liver were determined by ELISA according to the protocol of the kit (Quanzhou Jiubang Biotechnology, Fujian, China).

### RNA-seq

Frozen liver and lung tissue samples (~50 mg) were taken for RNA-seq gene expression quantification. Total RNA was extracted from tissues using Trizol (Takara, Cat# 9109). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Following quality control, Illumina sequencing was carried out by pooling different libraries according to the requirements of effective concentration and target disembarkation data volume and 150 bp paired-end reads were generated. All samples were paired-end sequenced on the Illumina NovaSeq 6000 platform at Novogene Bioinformatics Technology Co., Ltd., Beijing, China. The datasets discussed in this study have been deposited in National Center for Biotechnology Information Search database's Gene Expression Omnibus and are accessible through GEO Series accession number GSE183242 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183242). To validate the consistency of gene expression, the relative mRNA levels of gene were determined by real-time qPCR using SYBR Green qPCR master mix (MCE, HY-K053). Assays were performed in triplicate with endogenous β-actin expression as the standard control. The primer sequences are provided in Table 2.

**Table 2:** The primer sequences of RT-qPCR.

**Gene**	**Forward primer**	**Reverse primer**
*Actin*	CCACCATGTACCCAGGCATT	CAGCTCAGTAACAGTCCGCC
*Acadvl*	ACTACTGTGCTTCAGGGACAA	GCAAAGGACTTCGATTCTGCC
*Acsl1*	TCTTGGTGTACTACTACGACGAT	CGAGAACCTAAACAAGGACCATT
*Acsl3*	CTGCACAGGCGTGTTTTATGT	ACGTGGGACCAAAGAGACTAT
*Cd40*	GCAGTGTGTTACGTGCAGTG	TGTGCAGTGGCTTGTCAGTC
*Cdh1*	CAGGTCTCCTCATGGCTTTGC	CTTCCGAAAAGAAGGCTGTCC
*Cpt1a*	TGGCATCATCACTGGTGTGTT	GTCTAGGGTCCGATTGATCTTTG
*Cyp51*	TGACAGGAGGCAACTTGCTTT	GGCGAGACGGAACAGGTAG
*Fdps*	GGAGGTCCTAGAGTACAATGCC	AAGCCTGGAGCAGTTCTACAC
*Hmgcs1*	TGAACTGGGTCGAATCCAG	CCTGTAGGTCTGGCATTTCCT
*Hmgcr*	GGTCCTTGTTCACGCTCATAGTC	TCTGCTTGTAGTCTCTGCTTCCA
*Icam2*	ATGGTCCGAGAAGCAGATAGT	TGCTGTTGAACGTGGCTGT
*Il1b*	GAAATGCCACCTTTTGACAGTG	TGGATGCTCTCATCAGGACAG
*Il6*	GCCTTCTTGGGACTGATGCT	TGCCATTGCACAACTCTTTTCT
*Pparα*	AACATCGAGTGTCGAATATGTGG	CCGAATAGTTCGCCGAAAGAA
*Scd1*	TTCTTGCGATACACTCTGGTGC	CGGGATTGAATGTTCTTGTCGT
*Sqle*	AGTTCGCTGCCTTCTCGGATA	GCTCCTGTTAATGTCGTTTCTGA
*Srebf2*	GTTGACCACGCTGAAGACAGA	CACCAGGGTTGGCACTTGAA
*Tlr4*	GCCTTTCAGGGAATTAAGCTCC	GATCAACCGATGGACGTGTAAA
*TNFα*	AGGCACTCCCCCAAAAGATG	GCCATTTGGGAACTTCTCAT

### Transcriptomic analysis

For RNA-seq data analysis, clean reads were obtained by removing reads containing adapter, reads containing ploy-N and inferior quality reads from raw data. All the downstream analyses were based on the clean data with high quality. Paired-end clean reads were aligned to the reference genome using Hisat2 (version 2.0.5). StringTie (version 1.3.3b) (22) was used to make new gene prediction, and featureCounts (version 1.5.0-p3) (23) calculated fragments per kilobase of transcript sequence per millions of each gene according to the length of the gene and calculated the reading mapped to the gene. Differential expression analysis of two groups was performed using the DESeq2 R package (version 1.20.0) (24). The *p-*value was adjusted using the Benjamini–Hochberg method. A *p*-value of 0.05 and fold change of 1 were assigned as the threshold for significantly differentially expressed.

To further focus on the important differential genes and regulatory pathways, we first performed the protein interaction networks of differentially expressed genes (DEGs) using the Search Tool for the Retrieval of Interacting Genes/Proteins database 11.0 (25), which knows and predicts protein–protein interactions. Then, the network was introduced Cytoscape (version 3.7.1) for visual editing and found the node genes with degree ≥2. According to the selected node genes, Gene Ontology (GO) enrichment analysis and statistical enrichment of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway were realized using the package “ClusterProfifiler” (version 3.4.4) (26).

### Statistical evaluation

Data are presented as the mean ± SEM. Two-tailed Student's *t*-tests and rank-sum test (the Newman–Keuls *post-hoc* test) using the SPSS 26.0 software package (IBM, USA) were used for single comparisons. The relationship between different variables was determined by calculating Pearson's or Spearman's correlation coefficients, as appropriate. Statistical significance was assumed if *p* < 0.05.

## Results

### Two percent PS intake increased free sterols levels in multiple tissues

First, we determined the total concentrations of free sterols in different tissues of mice, including serum, liver, and lung. In line with the previous report (20), the 2% PS diet significantly increased campesterol concentrations and its ratio to cholesterol in the serum and liver of mice compared with the CS group. In contrast, the cholestanol levels and its ratio to cholesterol showed a reduction in the PS group. The same trends were observed in the lung (Figures 1A,B). Hepatic ratios of campesterol and cholestanol to cholesterol levels can increase with the circulating ratio (Figure 1C). A significant negative correlation (*r* = −0.615, *p* = 0.033) between the ratio of cholestanol to cholesterol and the ratio of campesterol to cholesterol in serum was found (Figure 1D).

**Figure 1:**
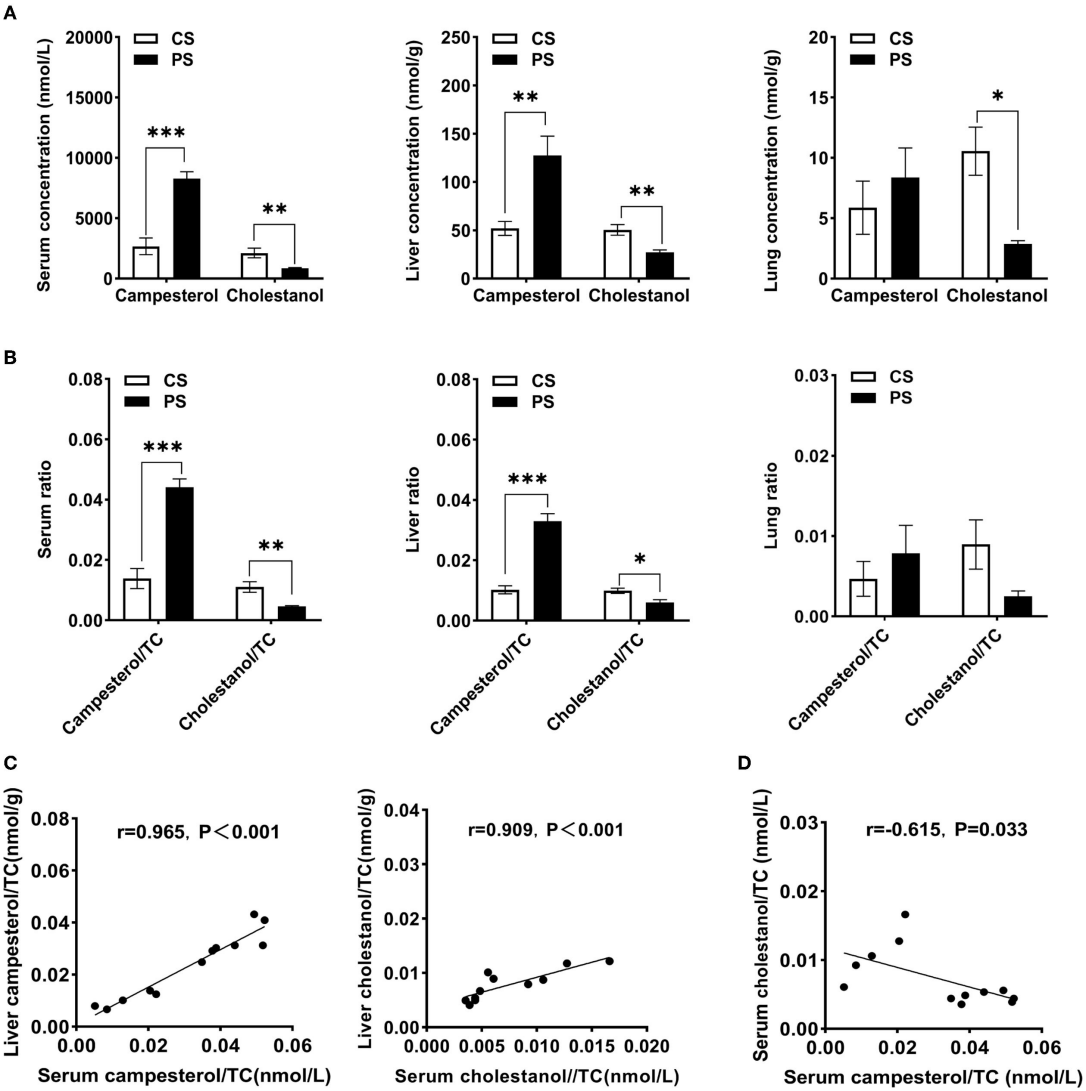
Tissue-free sterols detection. **(A)** Concentrations of campesterol and cholestanol in serum (nmol/L), liver (nmol/g wet weight), and lung (nmol/g wet weight). **(B)** The ratios of campesterol and cholestanol concentrations to cholesterol in the serum, liver, and lung. **(C)** The correlation between hepatic and circulating campesterol/TC or cholestanol/TC. **(D)** The correlation between campesterol/TC and cholestanol/TC in serum. *n* = 5–7 mice/group. Results are shown as the mean ± SEM. *p < 0.05. **p < 0.01, ***p < 0.001.

### Two percent PS intake reduced serum TC level, with the TG level unchanged

After 28 weeks of 2% PS diet or CS diet, there was no significant difference in body weight between the two dietary groups, while the overall weight of mice in the PS group was lower (Figure 2A). The liver or epididymal white adipose tissue (eWAT) to body weight ratios did not significantly differ between the two dietary groups (Figure 2B). Compared with the CS group, 2% PS intake significantly reduced the level of serum TC, with TG level unchanged (Figure 2C). Comparison between groups showed that the PS group was better than the CS group in terms of decreasing the levels of serum LDL-C, non-HDL-C, and TC/HDL-C (Figure 2D).

**Figure 2:**
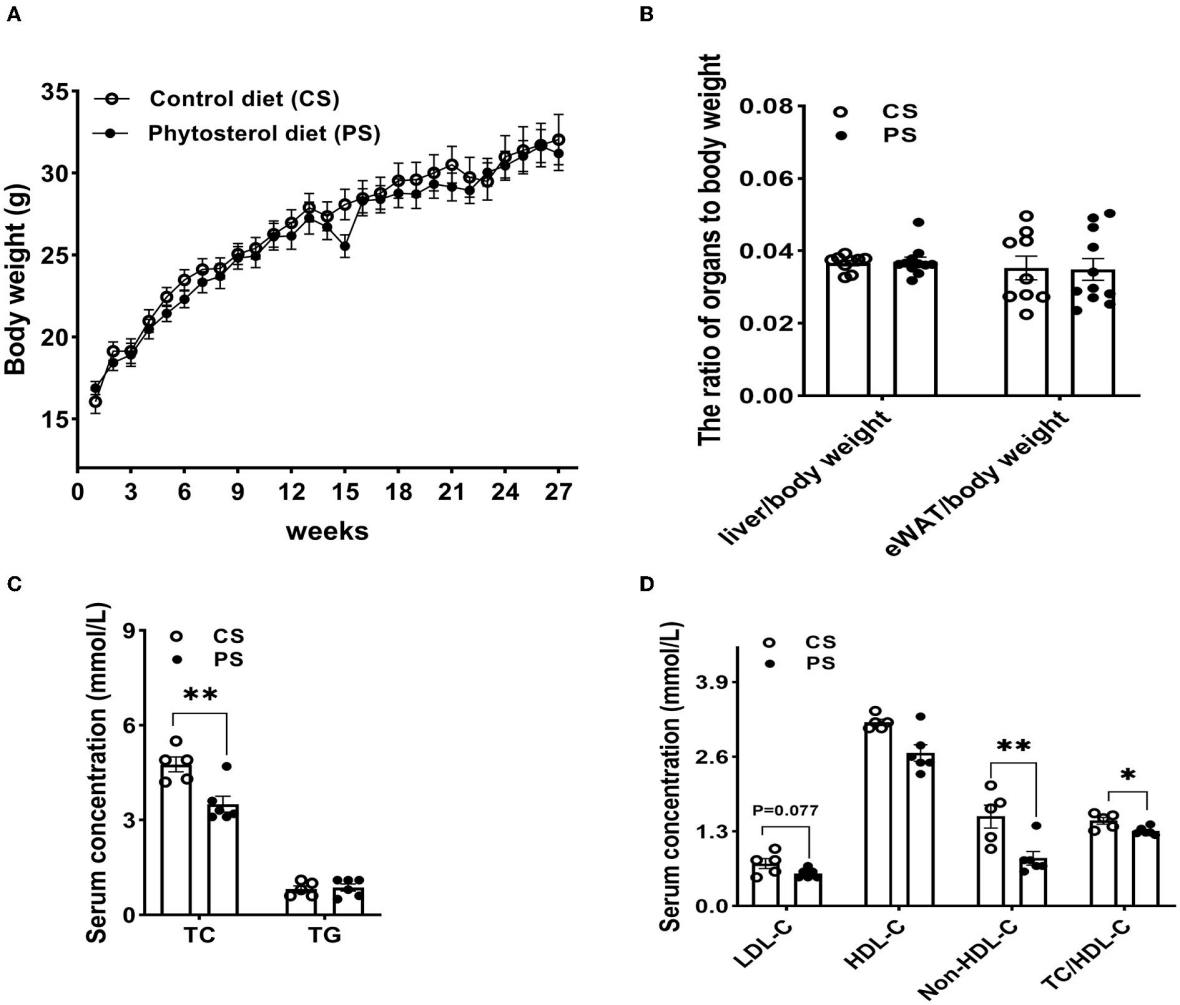
Weight and biochemical indicators. **(A)** Body weight. **(B)** Liver to body weight ratio and eWAT to body weight ratio (*n* = 9–11 mice/group). **(C)** Serum TC and TG levels (*n* = 5–6 mice/group). **(D)** LDL-C, HDL-C, non-HDL-C concentrations and TC/HDL-C (*n* = 5–6 mice/group). Results are the mean ± SEM. *p < 0.05, **p < 0.01.

### Liver transcriptome profiles and hepatic pathophysiological changes in response to PS intake

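Liver RNA was sequenced from 4 mice of the CS group and 5 mice of the PS group, 1 library per mouse. C57BL/6J is an inbred laboratory mouse strain, and phytosterols are plant sterols that resemble cholesterol. The PS diet held 2% phytosterols. The paper's times add up to an age of 34 weeks at the end of feeding (6 weeks at purchase, 3 weeks of adaptation and 25 weeks of feeding), whereas the sample labels give 28 weeks. The authors removed low-quality reads, aligned the rest with Hisat2 and counted the reads on each gene with featureCounts. They deposited these counts without normalization, together with FPKM values, which are these counts scaled by gene length and by a factor for each library. The tables list 54532 genes by Ensembl identifier on the mouse genome build GRCm38. The total count per liver ranged from 15366668 to 16644617 in the CS group (median about 16412600). In the PS group it ranged from 14410117 to 17625179 (median 16550205). Starting from the counts, the diets were compared with edgeR's quasi-likelihood test after TMM normalization, which scales each library by the bulk of its genes, on the 13195 genes that passed edgeR's filter on low counts. P-values were adjusted by the Benjamini-Hochberg method over these genes. The choices that could change the numbers are the filter, the scaling, the test and the p-value threshold. Whether the counting used the strand of the reads is not stated in the paper's text, so the counts of genes that overlap a gene on the other strand are uncertain.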

To evaluate the effects of PS intake on the liver transcriptome, we quantified the gene expression profile by RNA-seq. 

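In a PCA of the deposited liver FPKM values, as log2(FPKM + 1), centred and not scaled, the first component held 44.8% of the variance and the second 15.3%. The diets did not separate on the first component, where the mean score was -3.31 ± 43.8 (SD, n = 4) in the CS group and 2.65 ± 25.5 (SD, n = 5) in the PS group (two-sided exact permutation test, p = 0.825). On the second component every PS mouse lay above every CS mouse, with -18.3 ± 10.4 (SD, n = 4) against 14.6 ± 6.24 (SD, n = 5). The exact permutation p for this component was 0.00794, the smallest that the splits of the 9 mice allow. Over all genes, diet accounted for 14.3% of the squared distance between livers (exact permutation p = 0.254). This share rose most, to 24.9%, without CS replicate 2, where the exact permutation p was 0.0893.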

Principal component analysis (PCA) of the transcriptome revealed that there were significant differences in gene expression in the liver of mice with different dietary patterns (Figure 3A). 

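At the unadjusted threshold of p at most 0.05 printed in Fig. 3B, edgeR's quasi-likelihood test called 523 genes higher and 473 genes lower in the livers of the PS group. At this threshold 660 of the genes tested would pass by chance. After Benjamini-Hochberg adjustment, 1 gene was higher and 0 were lower at an adjusted p under 0.05. This gene, Gm7463 (ENSMUSG00000106889), is a processed pseudogene on chromosome 6 from 37541414 to 37541960. Its level in CPM, the count scaled by TMM-normalized library size, was 0.995 ± 0.438 (SD, n = 4) in the CS group and 6.71 ± 1.35 (SD, n = 5) in the PS group, a log2 fold change of 2.74 (standard error 0.33, adjusted p = 0.0486 from edgeR). It passed the adjustment in the fits without CS replicate 2 or CS replicate 3, and in no other fit that left out a liver, with an edgeR adjusted p of up to 0.304 without CS replicate 1. With DESeq2's Wald test on the same counts, 727 genes were higher and 651 lower at the unadjusted threshold, and 90 and 41 at an adjusted p under 0.05. Of the fits that each left out a liver, that without CS replicate 2 moved the numbers at the unadjusted threshold most, with 1039 genes higher and 852 lower in edgeR's test.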

We recognized 727 upregulated and 651 downregulated genes (Figure 3B). Directed acyclic graph analysis of GO term enrichment analysis showed that significantly upregulated DEGs were enriched to the three biological processes of secondary alcohol metabolism, sterol metabolic, and steroid biosynthetic process in the liver of PS-fed mice (Figure 4), (Supplementary Table S1). 

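The copy of Supplementary Table S1 used here holds 1982 lines, with 2489 left out, so no enrichment was computed from it. The table lists 27 genes under steroid biosynthetic process, and 26 of them were tested in the liver. All 26 were higher in the PS group, with a median log2 fold change of 1.02, and 25 had an unadjusted p at most 0.05 in edgeR's test. The term sterol metabolic process held 23 genes, of which 22 were tested and 22 were higher, with a median of 0.96. Of the 23 genes under secondary alcohol metabolic process, 21 were tested and 21 were higher, with a median of 0.95. These genes were picked by the study as upregulated in the same livers, so their shared direction is not independent evidence. None of them had an adjusted p under 0.05 over all genes tested.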

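Supplementary Table S2 gives 8 genes for steroid biosynthesis among the upregulated DEGs of the liver, and 7 of them were tested. Their median log2 fold change was 1.16 and all 7 were higher in the PS group. For terpenoid backbone biosynthesis, the pathway that makes the isoprenoid precursors of sterols, all 7 listed genes were tested and higher, with a median log2 fold change of 1.06. Of these, 6 had an unadjusted p at most 0.05, and 0 passed the adjustment over all genes. The genes were selected on these libraries.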

KEGG enrichment analysis also identified that steroid biosynthesis and terpenoid backbone biosynthesis were upregulated by comparing the PS group with the CS group (Figure 3C), (Supplementary Table S2). 

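Cholesterol is made from acetyl-CoA by a chain of enzymes. A list of 20 enzymes of this chain was tested as a set in the liver. All 20 genes were higher in the PS group, with a median log2 fold change of 0.96. Without CS replicate 2, 17 were higher and 3 lower. At an adjusted p under 0.05, 13 genes passed when adjusted over the list alone and 0 over all genes tested. The set stood apart from the other genes in limma's camera test with a preset correlation of 0.01 (p = 2.41e-21), in camera with the correlation estimated from the data (p = 0.000477) and in the rotation test fry (p = 5.85e-05). The mean z-score of the set was -0.73 ± 0.40 (SD, n = 4) in the CS group and 0.58 ± 0.11 (SD, n = 5) in the PS group (two-sided exact permutation test, p = 0.00794, the smallest possible). Sqle on chromosome 15 from 59315077 to 59331192 rose from 7.70 ± 4.37 CPM (SD, n = 4) to 29.0 ± 6.77 CPM (SD, n = 5), a log2 fold change of 1.91 (standard error 0.37, edgeR adjusted p = 0.114). Msmo1 on chromosome 8 rose by 2.14 on the log2 scale (standard error 0.28, edgeR adjusted p = 0.054). The 9 genes of Fig. 3D, which the study chose on these libraries, were all higher, with a median of 1.10. Fdps had the largest log2 fold change of the enzymes, 3.23 (standard error 0.62), but on mean counts of only 2 in the CS group and 19.4 in the PS group. Its processed pseudogene Gm3571, which is 98.9% identical over 1062 bases, held mean counts of 36 and 95, so reads of Fdps are uncertain. Hsd17b7 and Ebp did not differ between the diets beyond the spread of the mice, with log2 fold changes of 0.01 (standard error 0.37) and 0.08 (standard error 0.15). The list's median moved most with limma-trend on log2(FPKM + 1), to 0.60. From the upregulation of these genes, which it also measured by RT-qPCR and Western blot for several enzymes, the paper concludes that endogenous cholesterol synthesis in the liver was increased, and it presents this as a response to the lower circulating cholesterol.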

Especially the genes encoding the cholesterol cascade synthesis were expressed at high levels in the PS dietary group (Figure 3D). RT-quantitative PCR (RT-qPCR) and Western blot further confirmed the changes in the expression of several key enzymes encoding cholesterol synthesis in the liver (Figures 3E,F).

**Figure 3:**
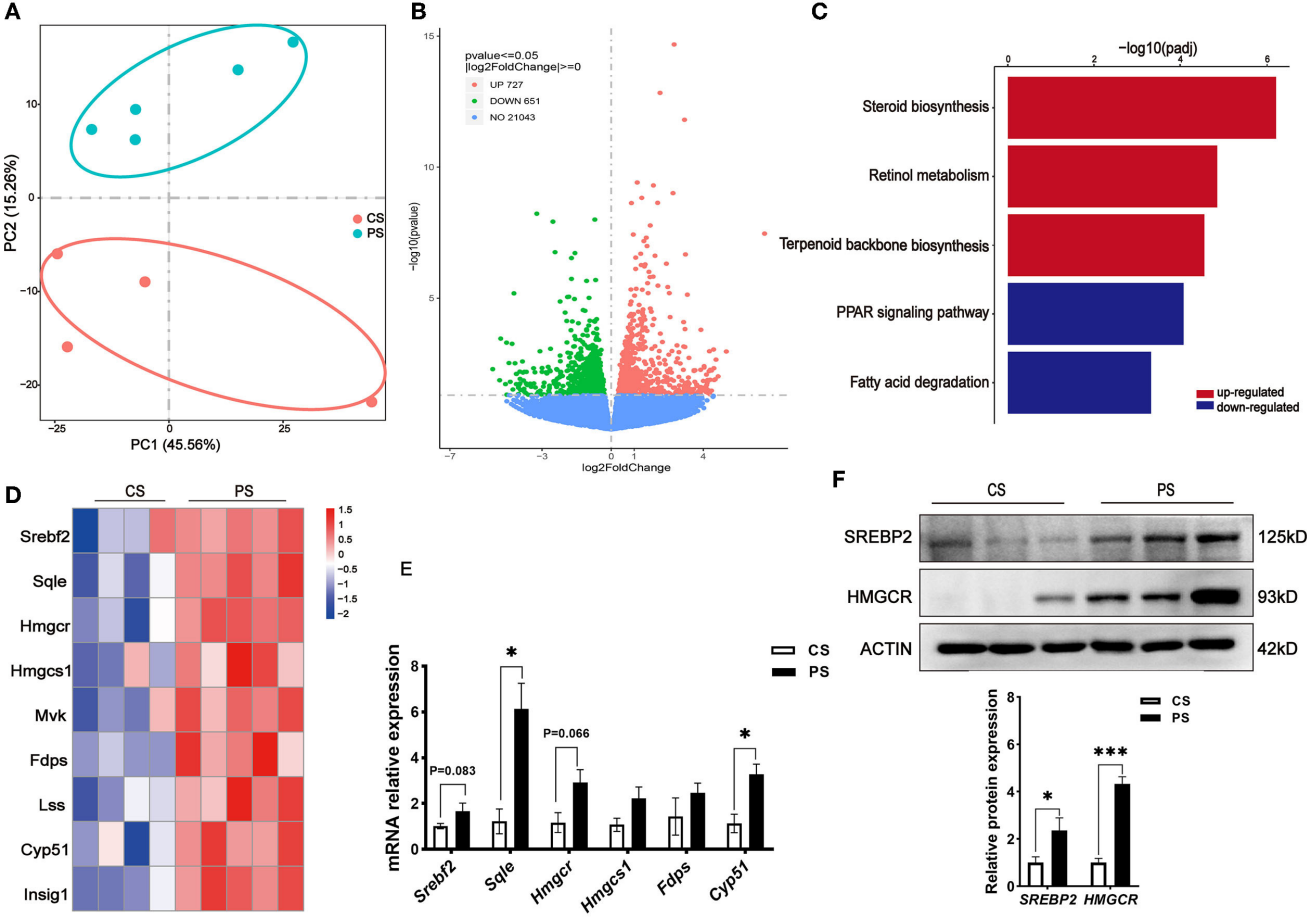
Response of the liver transcriptome to different dietary phytosterol intakes. **(A)** Principal component analysis (PCA) score plots of the whole transcriptomic dataset in the liver. Each dot represents an observation (animal) projected onto the first (horizontal axis) and second (vertical axis) PCA variables. **(B)** Volcano plot of differentially expressed genes in the liver of CS and PS group mice. Colors indicate *p* <0.05 and fold change >1 (red), *p* < 0.05 and fold change <1 (green), and non-significant (blue). **(C)** Representative bar charts of lipid metabolism-related pathways enriched by KEGG analysis in the liver. Red and blue colors indicate upward and downward revisions, respectively. **(D)** Heatmap of genes involved in cholesterol synthesis. **(E)** Validation of gene expression in the liver derived from RT-qPCR assay. **(F)** Western blot analysis of SREBP2 and HMGCR proteins in the liver and the quantitative densitometric analysis normalized against β-actin. *n* = 3 mice/group, the results are presented as the mean ± SEM, representative of three independent experiments, *p < 0.05, ***p < 0.001.

**Figure 4:**
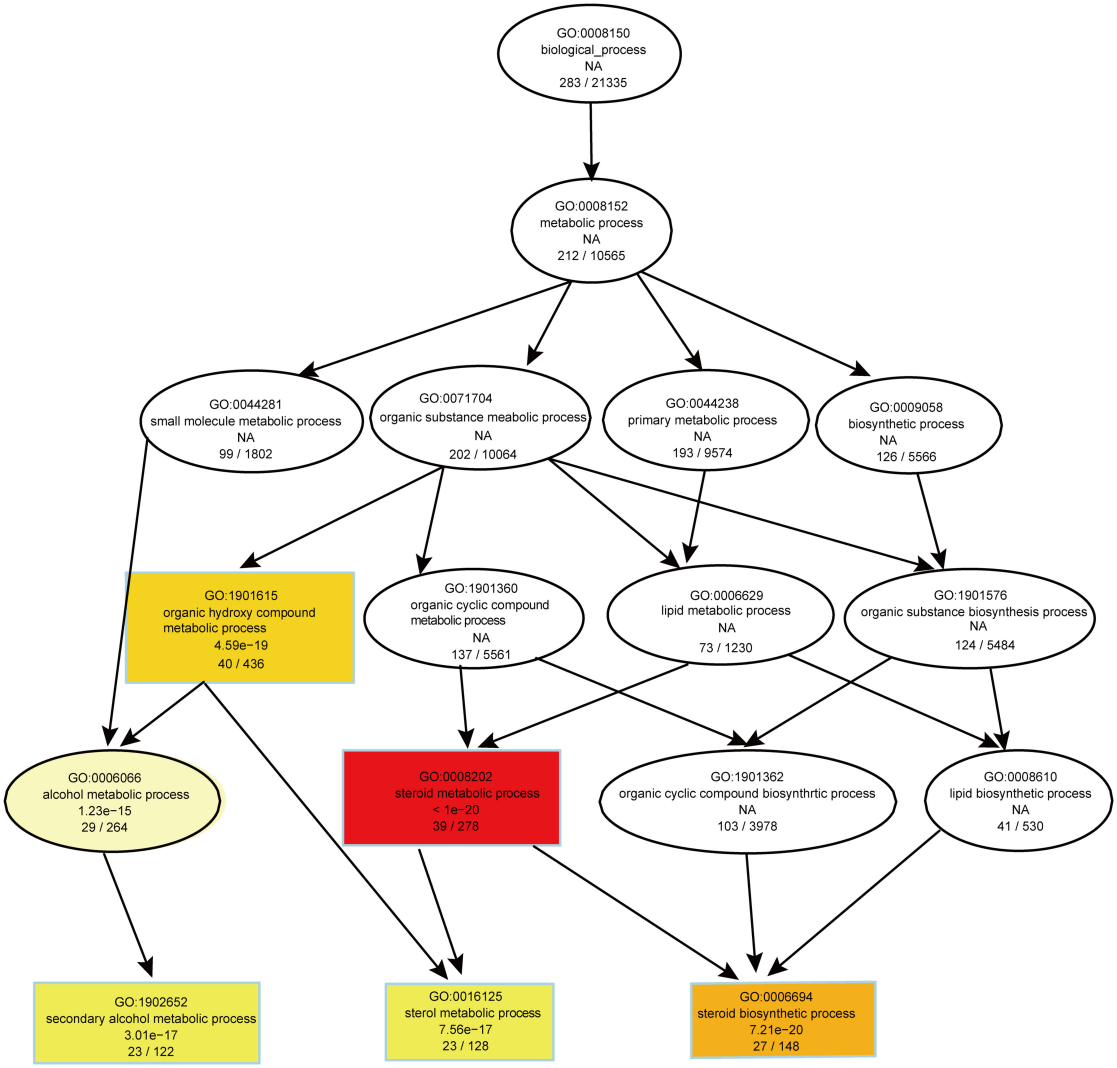
Directed acyclic graph of GO term enrichment analysis for significantly upregulated DEGs in liver of 2% phytosterol-feeding mice.

We further assessed whether changes in the transcriptome profiles resulted in the accumulation and redistribution of lipid in the liver. After H&E staining, the liver tissue sections of mice were qualitatively observed, and no obvious fat droplet and inflammatory cell infiltration were observed (Figure 5A). The concentrations of TC and TG in the liver of the PS group were not significantly increased (Figure 5B). In addition, no significant difference in AST and ALT between the two dietary groups was found (Figure 5C). At the transcriptome level, we identified that the pathways associated with inflammation were markedly downregulated, including cell adhesion molecules, leukocyte transendothelial migration, and NF-kappa B signaling pathway (Supplementary Table S2). 

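Supplementary Table S2 lists 17 genes of cell adhesion molecules among the downregulated DEGs, and 9 of them passed the filter on low counts. These 9 were lower in the PS group, with a median log2 fold change of -1.02, and 7 had an unadjusted p at most 0.05 in edgeR's test. For leukocyte transendothelial migration, 6 of 9 genes were tested, all lower, with a median of -1.01. For NF-kappa B signaling, 6 of 7 were tested, all lower, with a median of -0.76. No gene of the 3 pathways had an adjusted p under 0.05 over all genes. The paper's adjusted p was 0.00014 for cell adhesion molecules, 0.0935 for leukocyte transendothelial migration and 0.211 for NF-kappa B signaling. The study drew these genes from the same livers.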

PS diet significantly decreased the level of genes associated with inflammation, such as *Il1b, Tlr4, Tnf*α, and *Icam2* (Figures 5D,E). 

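Fig. 5D shows 20 genes, of which 15 had enough counts to be tested in the liver. All 15 were lower in the PS group, with a median log2 fold change of -0.74, and 12 had an unadjusted p at most 0.05. At an adjusted p under 0.05, 4 passed when adjusted over the list alone and 0 over all genes. The study chose this list on these libraries, so neither count is independent evidence, and the same holds for the tests of the set. It was past 0.05 in camera with the preset correlation (p = 1.28e-11), with the estimated correlation (p = 0.000269) and in fry (p = 9.55e-05). The exact permutation p of its mean z-score was 0.00794, the smallest possible. Il1b on chromosome 2 from 129364570 to 129371139 fell from 4.28 ± 1.59 CPM (SD, n = 4) to 1.26 ± 0.994 CPM (SD, n = 5), a log2 fold change of -1.74 (standard error 0.54, edgeR adjusted p = 0.411). Icam2 on chromosome 11 from 106377656 to 106388075 was at 2.17 ± 1.16 CPM (SD, n = 4) and 1.06 ± 0.307 CPM (SD, n = 5), with a log2 fold change of -1.02 (standard error 0.40, edgeR adjusted p = 0.572). One library, CS replicate 2, held 58 counts of Icam2, and without it the log2 fold change was -0.58 (edgeR adjusted p = 0.484). The difference in Tlr4 was within the spread of the mice, at a log2 fold change of -0.43 (standard error 0.75, edgeR adjusted p = 0.961) and with 0 to 22 counts per mouse. Tnf, which encodes TNFα, held at most 10 counts in any liver and did not pass the filter. Its level was 0.22 ± 0.167 CPM (SD, n = 4) in the CS group and 0.225 ± 0.227 CPM (SD, n = 5) in the PS group, so no difference was detectable at this depth. For these genes the paper also cites RT-qPCR, and it reports lower ICAM2 protein in the liver by ELISA. Those measurements were not analysed here, and these counts do not speak against them.

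**Figure D1:**
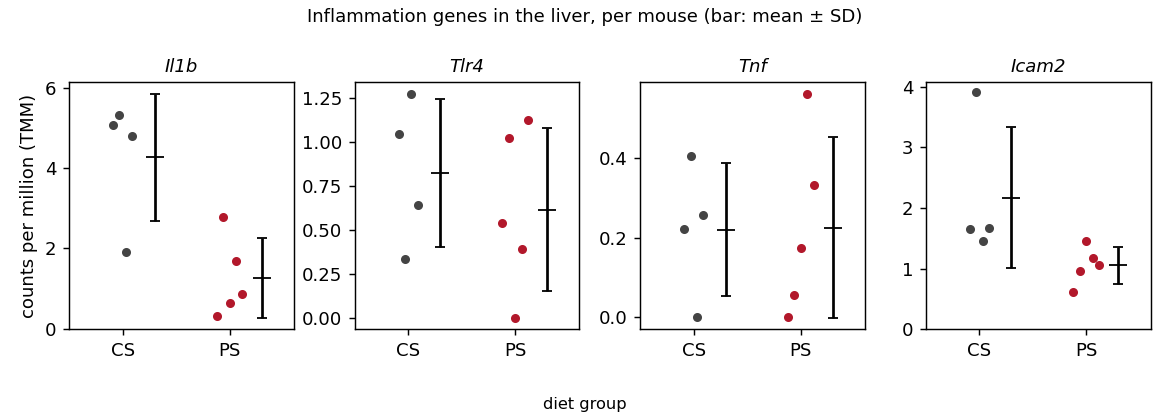
CPM of Il1b, Tlr4, Tnf and Icam2 (vertical axes) in each liver of the CS and PS groups (points), with the mean and SD as a bar. The diets overlap in all 4 genes, and Tnf has means of 0.22 and 0.225 CPM.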

We further examined the protein levels of pro-inflammatory cytokines in serum and liver, and found that the level of ICAM2 in liver decreased significantly (Figure 5F). Taken together, with the decrease in circulating cholesterol concentration caused by PS diet, the expression of endogenous cholesterol synthesis genes was upregulated in the liver. Healthy PS-fed mice did not promote lipid droplet accumulation or inflammatory response in the liver.

**Figure 5:**
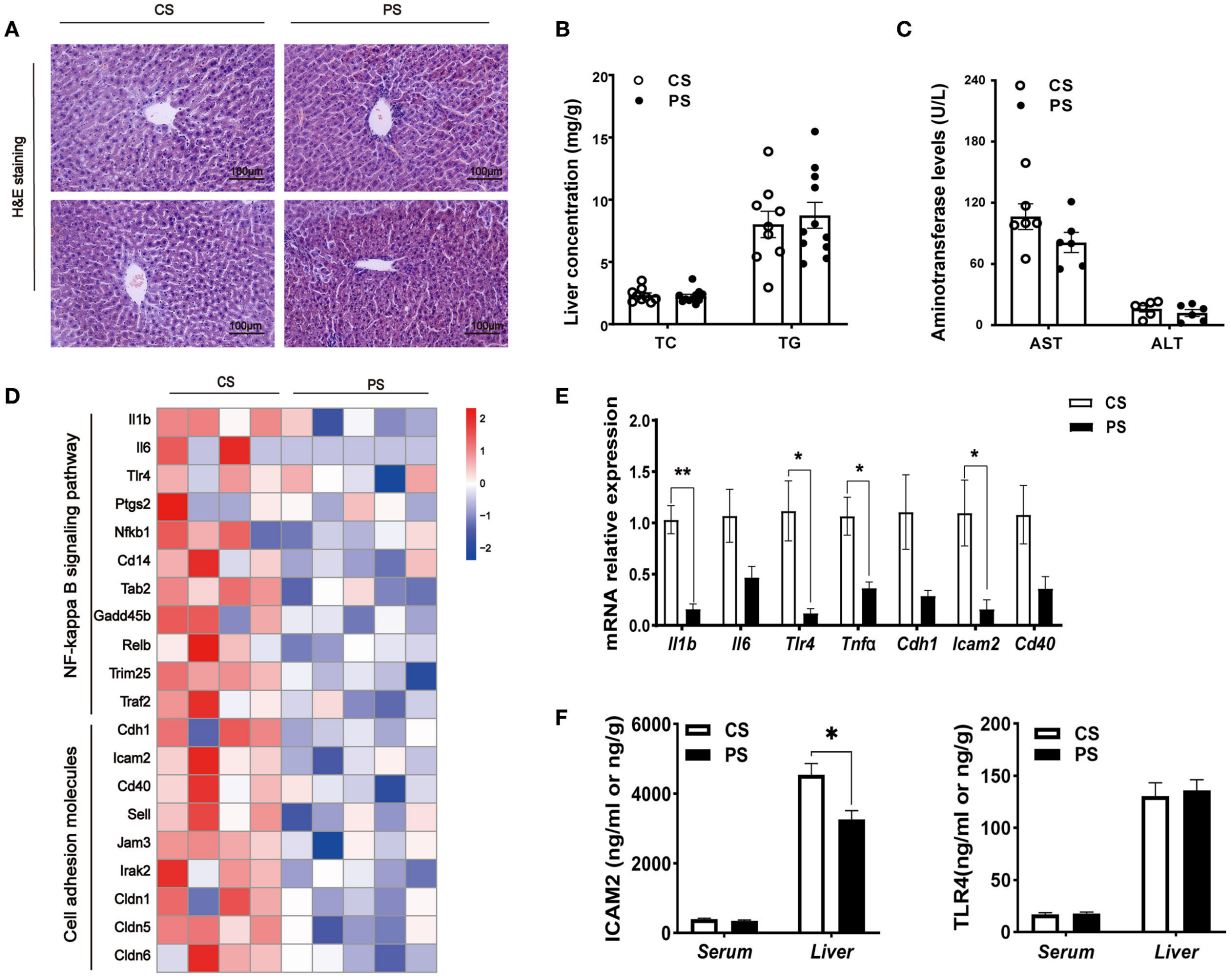
Hepatic pathophysiological changes and inflammation. **(A)** H&E staining of the liver of mice in two groups at the end of the 28th week of the experiment. **(B)** TC and TG concentrations in the liver (*n* = 9–11 mice/group). **(C)** The AST and ALT levels (*n* = 5–7 mice/group). **(D)** Heatmap profiling the expression of genes related to inflammation in the liver (*n* = 3–5 mice/group). **(E)** Validation of gene expression in the liver derived from RT-qPCR assay. **(F)** ELISA kit detecting the concentrations of ICAM2 or TLR4 in the serum and liver (*n* = 4–5 mice/group). The results are presented as the mean ± SEM, representative of three independent experiments, *p < 0.05, **p < 0.01.

### Lung transcriptome profiles in response to PS intake

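Lung RNA was sequenced from 3 mice of each diet group, 6 of the mice whose livers were sequenced. The authors made the lung counts and FPKM values in the way given for the liver, in separate tables. Total counts per lung were 19396057, 18847205 and 17934930 in the CS group and 18241817, 18075831 and 18146117 in the PS group. The lungs were compared in a fit of their own on 16717 genes. With 3 mice against 3, a two-sided exact permutation test cannot go below 0.1. In the PCA of the lungs the first component held 48.8% of the variance and the second 20.2%. On the first component the CS group lay at -30.7 ± 1.45 (SD, n = 3) and the PS group at 30.7 ± 21.4 (SD, n = 3), without overlap (exact permutation p = 0.1). Diet accounted for 43.7% of the squared distance between lungs (exact permutation p = 0.1).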

The RNA-seq analysis taken in the lung showed that the gene expression profiles were different between the two dietary groups (Figure 6A). 

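In the lung, where Fig. 6B uses an adjusted threshold, edgeR's quasi-likelihood test called 802 genes higher and 740 genes lower in the PS group at an adjusted p under 0.05. DESeq2's Wald test called 1527 higher and 1464 lower, and 1528 genes were called by both tests. The number depended on single libraries. Without CS replicate 3 it was 0 in both directions, although 3890 genes had an unadjusted p at most 0.05. Leaving out CS replicate 1, CS replicate 2 or PS replicate 2 left at most 2 higher and 25 lower genes. Without PS replicate 1 there were 1752 higher and 1197 lower. Among genes with a mean log2 CPM of at least 1, the largest rises were in Npff (log2 fold change 3.11, standard error 0.57, edgeR adjusted p = 0.0245), Gabre (2.92, standard error 0.43), Ciart (2.62), A3galt2 (2.52) and Msantd1 (2.47). The largest falls were in the immunoglobulin segment Ighv1-58 (-5.20, standard error 1.20, edgeR adjusted p = 0.0394), Lrriq1 (-4.11, standard error 0.59), Pcdhac2 (-3.91), Ighv1-64 (-3.70) and Prrg4 (-3.62).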

Compared with CS diet-fed mice, we identified 1,502 upregulated and 1,439 downregulated genes in the lung of PS-fed mice (Figure 6B). In contrast to the liver's response to PS, the expression of genes encoding the cholesterol synthesis was decreased in the lung (Figure 6C). 

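The same 20 enzymes of cholesterol synthesis were tested in the lung, where 14 were lower and 6 higher in the PS group, with a median log2 fold change of -0.31. At an adjusted p under 0.05, 4 genes passed over all genes and 6 when adjusted over the list alone. The camera test with the preset correlation gave p = 0.0121 and fry p = 0.0291, but with the estimated correlation the p was 0.219, so the fall of the list is not past 0.05 in each test. Without CS replicate 3 the fry p was 0.0975. Its mean z-score was 0.32 ± 0.27 (SD, n = 3) in the CS group and -0.32 ± 0.34 (SD, n = 3) in the PS group (exact permutation p = 0.2). The largest fall was in Idi1 on chromosome 13 from 8885501 to 8892451, with a log2 fold change of -2.67 (standard error 0.35, edgeR adjusted p = 0.0154). Its processed pseudogene Gm13502, 100% identical over 684 bases, held mean lung counts of 5.33 (CS) and 3 (PS), against 394 and 56.7 for Idi1. Idi1 also overlaps Gm48574 on the other strand over 323 bases. Reads shared with these genes are uncertain. Tm7sf2, whose exons overlap those of Vps51 on the same strand over 532 bases, rose by 1.38 (standard error 0.31, edgeR adjusted p = 0.0368). Sqle, Hmgcs1 and Cyp51 were lower without passing the adjustment (edgeR adjusted p = 0.0715, 0.115 and 0.195). All 9 genes of Fig. 3D were lower in the lung, with a median of -0.43. The difference between the tissues was tested itself, as the diet effect in the lung minus that in the liver. Its median over the 20 enzymes was -1.19, with 18 of them lower (camera with estimated correlation, p = 0.000377).

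**Figure D2:**
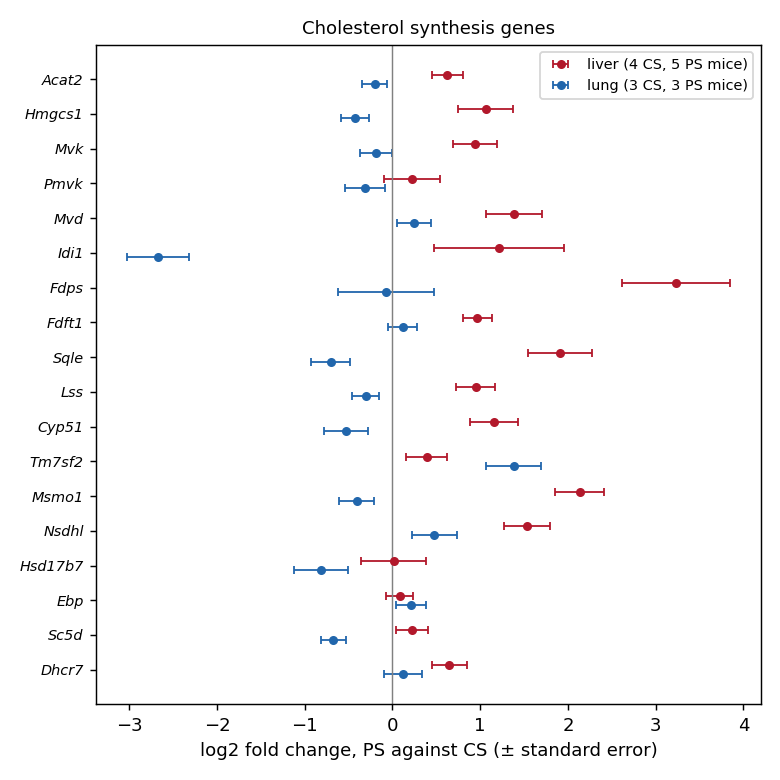
Log2 fold change of the PS group against the CS group (horizontal axis) for 18 of the 20 enzymes of cholesterol synthesis in the liver (red) and the lung (blue), with standard errors as bars. All 18 shown lie above 0 in the liver, and 12 of them lie below 0 in the lung.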

The results of RT-qPCR showed that the mRNA levels of *Hmgcr, Hmgcs1, Sqle*, and *Cyp51* were decreased (Figure 6D). In addition, directed acyclic graph analysis of GO term enrichment analysis pointed out that downregulated DEGs were enriched to fatty acid metabolic process in the lung of PS-fed mice (Figure 7), (Supplementary Table S3). 

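The copy of Supplementary Table S3 used here holds 932 lines, with 5892 left out, and no enrichment was computed from it. It lists 53 genes under fatty acid metabolic process. All 53 were tested in the lung and all were lower in the PS group, with a median log2 fold change of -0.83. Of these, 52 had an unadjusted p at most 0.05 and 22 an adjusted p under 0.05 in edgeR's test. The study selected these genes as downregulated in the same lungs.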

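In Supplementary Table S4, 13 genes stand for fatty acid metabolism, 14 for the PPAR signaling pathway, 9 for fatty acid degradation and 11 for the adipocytokine signaling pathway among the downregulated DEGs of the lung. Each of these genes was tested and lower in the PS group. The median log2 fold change was -0.64 for fatty acid metabolism, -0.92 for PPAR signaling, -0.64 for fatty acid degradation and -0.70 for adipocytokine signaling. Over all genes tested, 3, 5, 2 and 4 of them in this order had an adjusted p under 0.05 in edgeR's test.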

KEGG enrichment analysis also identified that fatty acid metabolism, PPAR signaling pathway, fatty acid degradation, and adipocytokine signaling pathway were downregulated (Figure 8A), (Supplementary Table S4). The expression of genes associated with fatty acid transport and oxidation was obviously downregulated in the lung of the mice in the PS group (Figure 8B). 

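All 27 genes of Fig. 8B were lower in the lungs of the PS group, with a median log2 fold change of -0.86. Each had an unadjusted p at most 0.05, and 13 an adjusted p under 0.05 over all genes, against 27 when adjusted over the list alone. The study picked this list as lower in these lungs, so neither count nor the tests of the set are independent evidence. The set was past 0.05 in camera with the preset correlation (p = 1.41e-15), with the estimated correlation (p = 0.0386) and in fry (p = 0.00141). With the estimated correlation, the p ran from 0.00265 to 0.0786 when a lung was left out and was above 0.05 in 4 of the 6 fits. The exact permutation p of its mean z-score was 0.1, the smallest that 3 mice against 3 allow. Ppara on chromosome 15 from 85734983 to 85802819 fell from 2.50 ± 0.288 CPM (SD, n = 3) to 0.618 ± 0.28 CPM (SD, n = 3), a log2 fold change of -2.00 (standard error 0.41, edgeR adjusted p = 0.0312). Acadvl, whose exons overlap Dvl2 on the other strand over 1151 bases, fell by 1.64 on the log2 scale (standard error 0.31, edgeR adjusted p = 0.0255). Acsl3 fell by 0.63 (standard error 0.18, edgeR adjusted p = 0.0613) and Cd36 by 0.73 (standard error 0.23, edgeR adjusted p = 0.0758), without passing the adjustment. The largest fall was in Irs1, with a log2 fold change of -2.47 (standard error 0.35), a gene that overlaps Gm9747 on the other strand over 2822 bases. A separate list of 24 enzymes of beta-oxidation, 8 of which are also in Fig. 8B, had 23 tested genes, of which 18 were lower, with a median of -0.38. For that list camera with the preset correlation gave p = 0.000303 and fry p = 0.0142, but with the estimated correlation the p was 0.178. The median of the genes of Fig. 8B moved most with limma-trend on log2(FPKM + 1), to -0.62. The paper also gives RT-qPCR results and reports no significant difference in lung TC and TG. From these data together it proposes that PS may have a specific role in lung lipid metabolism.

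**Figure D3:**
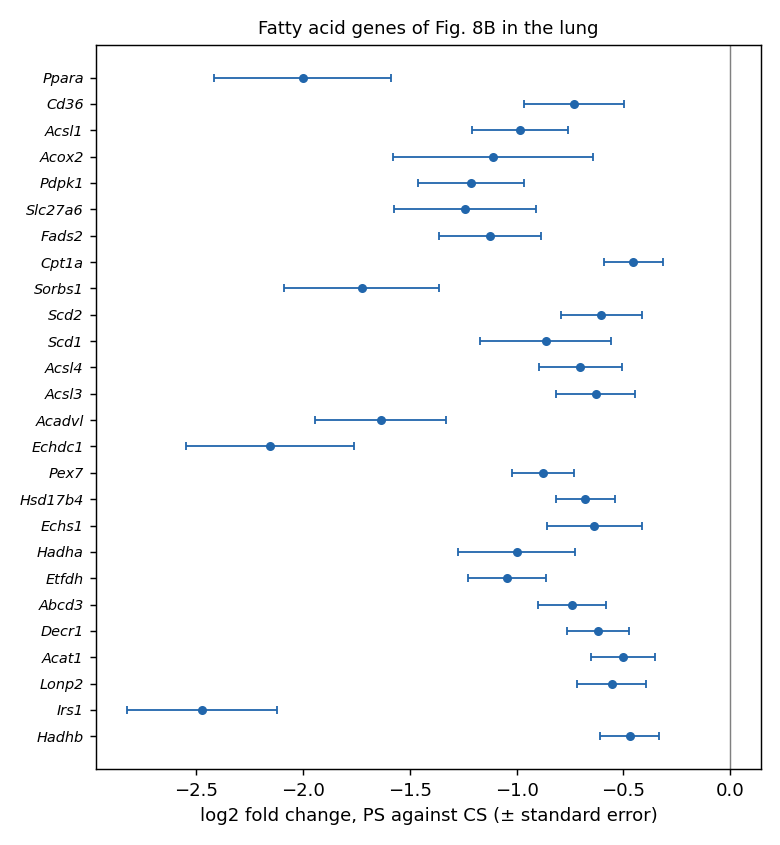
Log2 fold change of the PS group against the CS group (horizontal axis) for 26 of the 27 genes of Fig. 8B in the lung, with standard errors as bars (3 mice per diet). All 26 shown lie below 0.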

The RT-qPCR results of *Ppar*α, *Acsl3*, and *Acadvl*, which are classically recognized to be associated with fatty acid transport and oxidation, were roughly the same as those of the transcriptome (Figure 8C). However, there were no significant differences in total TC and TG levels in lung tissues between the two groups (Figure 8D). Anyway, these data may suggest the specific role of PS in lung lipid metabolism.

**Figure 6:**
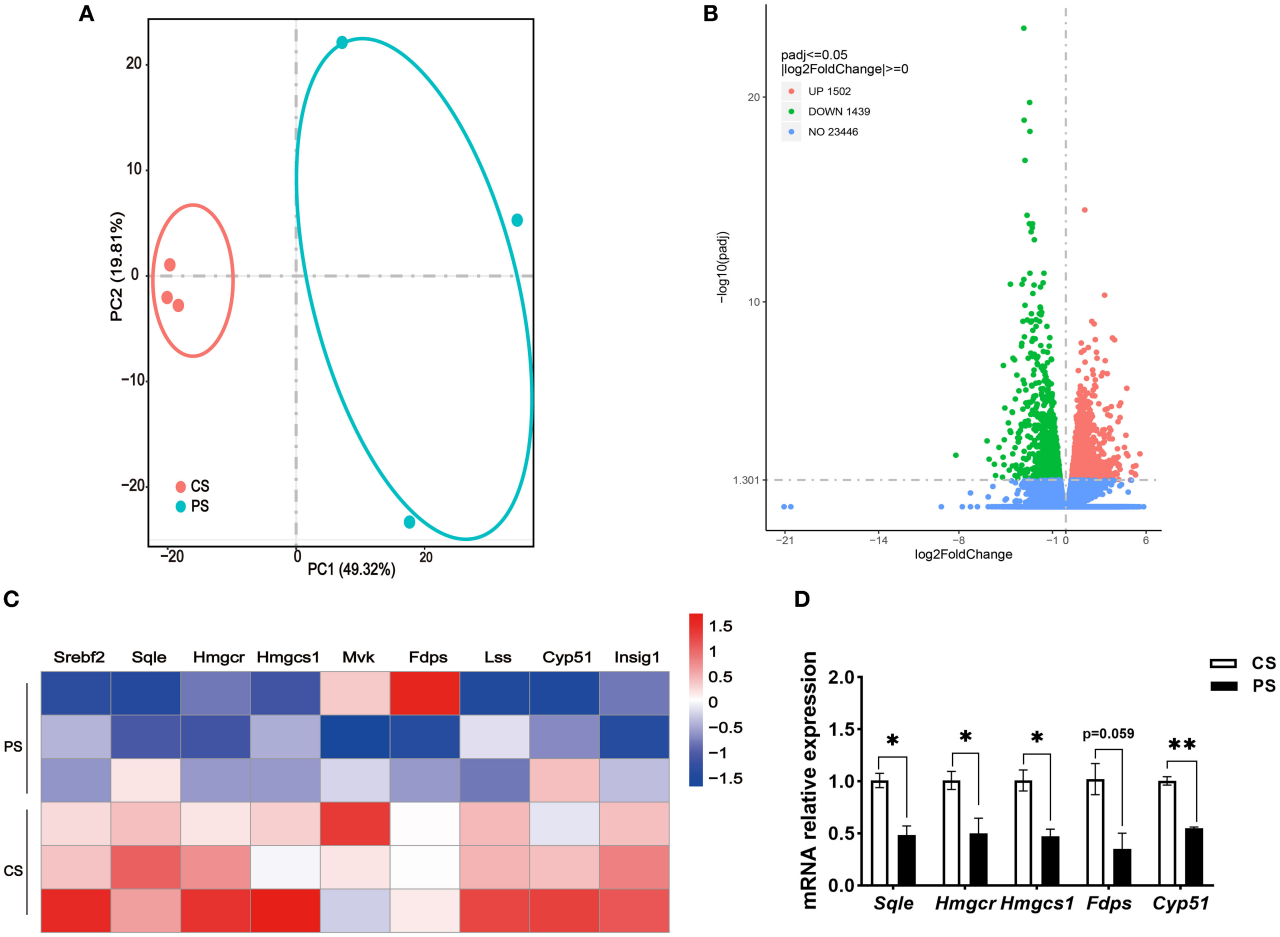
Response of the lung transcriptome to phytosterols intakes. **(A)** Principal component analysis (PCA) score plots of the whole transcriptomic dataset in the lung. Each dot represents an observation (animal) projected onto the first (horizontal axis) and second (vertical axis) PCA variables. **(B)** Volcano plot of differentially expressed genes in the lung of mice in the CS and PS group. Colors indicate *p* < 0.05 and fold change >1 (red), *p* < 0.05 and fold change <1 (green), and nonsignificant (blue). **(C)** Heatmap of genes involved in cholesterol synthesis in the lung of two dietary group mice. **(D)** Validation of gene expression derived from RT-qPCR assay. *n* = 3 mice/group, the results are presented as the mean ± SEM, representative of three independent experiments, *p < 0.05, **p < 0.01.

**Figure 7:**
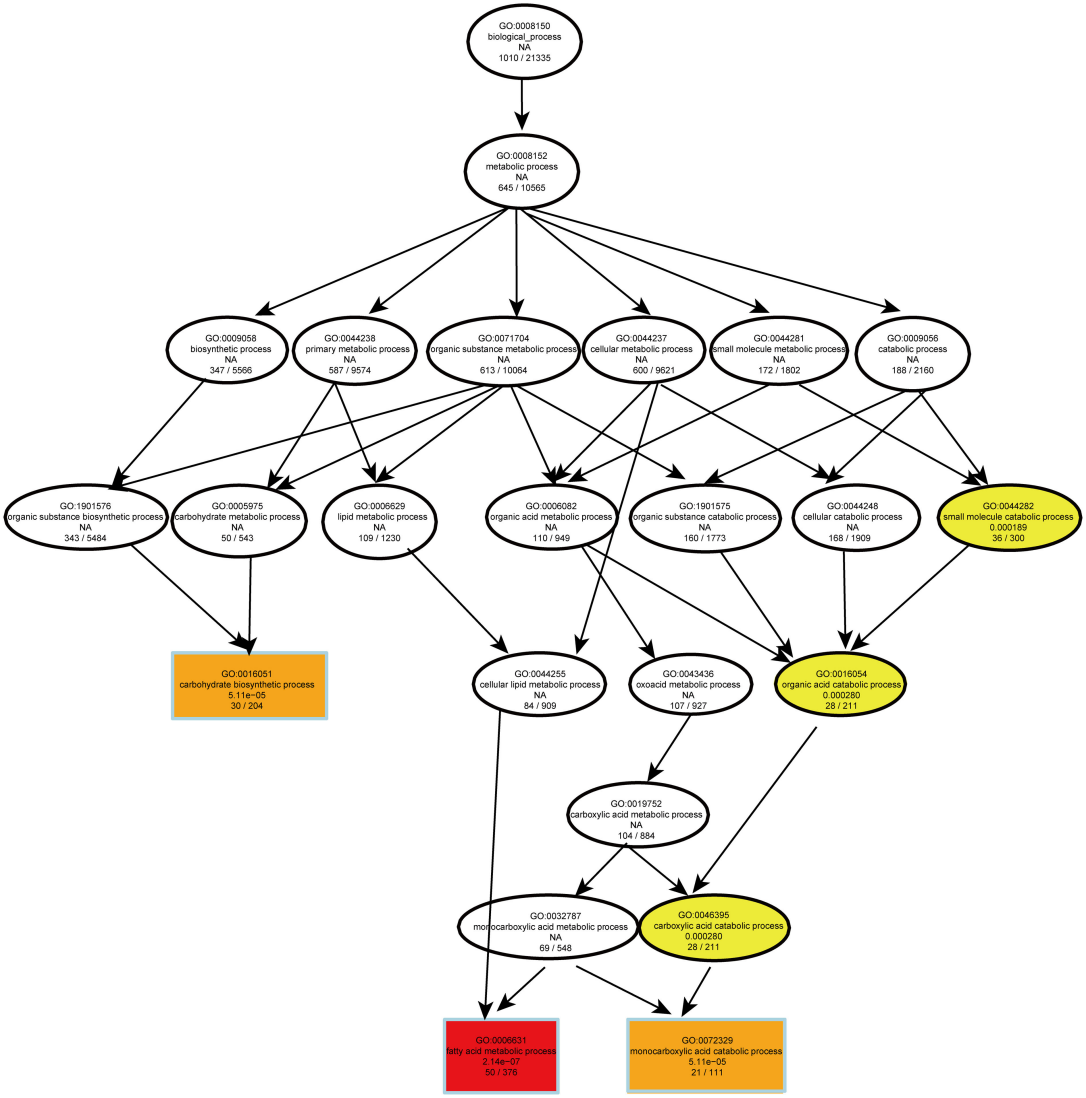
Directed acyclic graph of GO term enrichment analysis for significantly downregulated DEGs in the lung of 2% phytosterol-feeding mice.

**Figure 8:**
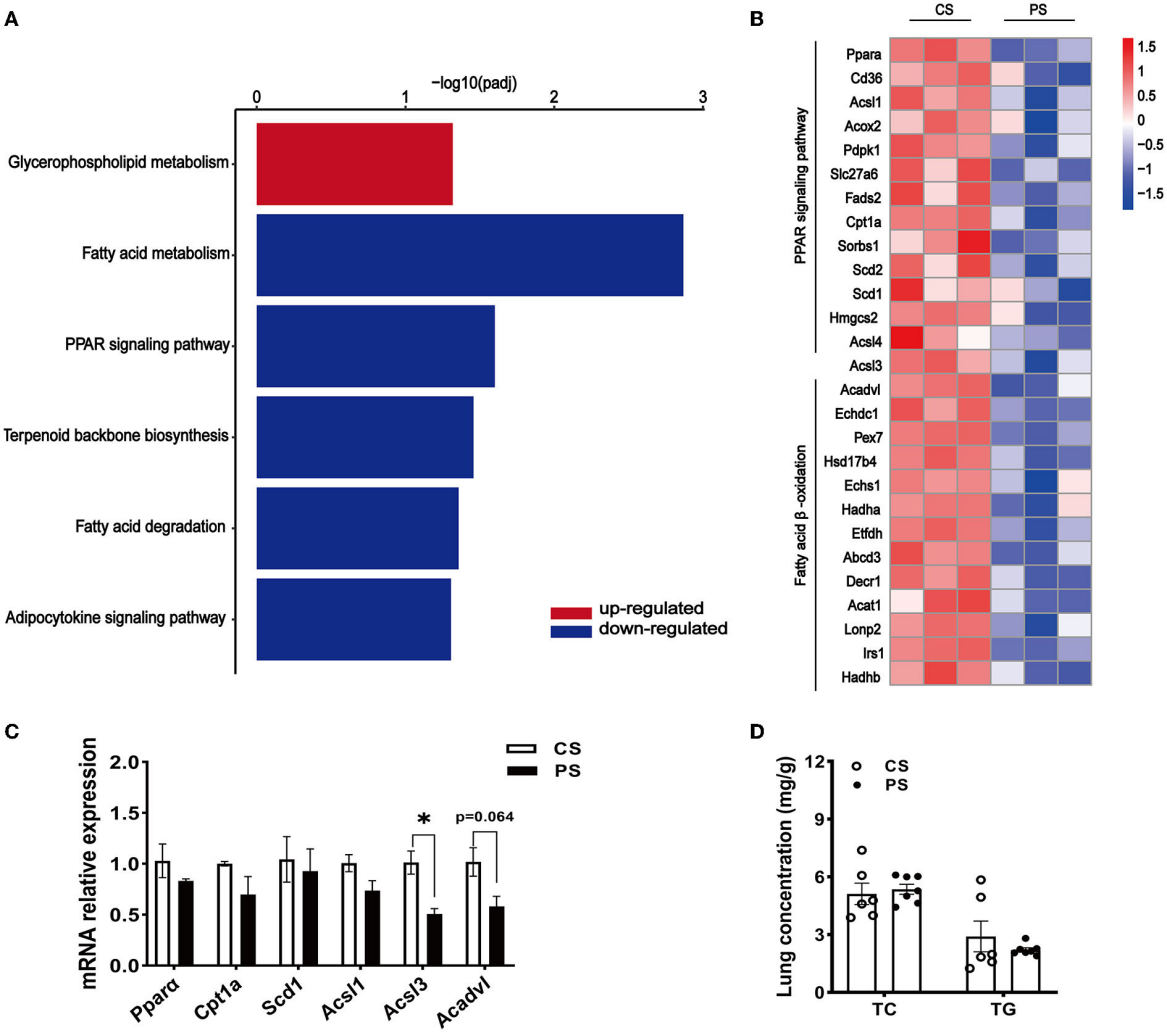
Changes in fatty acid metabolism transcription profile in the lung of PS diet-fed mice. **(A)** Representative bar charts of lipid metabolism-related pathways enriched by KEGG analysis in the lung. Red and blue colors indicate upward and downward revisions, respectively. **(B)** Heatmap profiling the gene expression of genes related to fatty acid transport and oxidation in the lung. **(C)** Validation of gene expression in the lung derived from RT-qPCR assay. **(D)** TC and TG concentrations in the lung. *n* = 3–7 mice/group, the results are presented as the mean ± SEM, representative of three independent experiments, *p < 0.05.

## Discussion

With new evidence indicating that PS could be taken up into the circulation and may have effects beyond lowering LDL-cholesterol, fundamental studies are needed to figure out the systemic and tissue-specific pathophysiological effect of long-term PS feeding. In this study, we demonstrated that 28 weeks of 2% PS feeding effectively reduced circulating TC level in the healthy C57BL/6J mice. In the liver, the lipid metabolic central organ, the expressions of hepatic endogenous cholesterol synthesis genes were upregulated, but with no hepatic lipid accumulation observed. Meanwhile, inflammatory pathways were downregulated in the liver. In peripheral tissues like the lung, genes associated with cholesterol synthesis were downregulated, together with fatty acid transport and oxidation genes downregulated.

Within the reference intake range for the general population, the circulating concentration of most free PS maintains dynamic equilibrium, but a higher intake can increase PS levels in different tissues. Compared with the recommended 2 g of PS daily supplementation in human health promotion, the widely used dosage of 2% PS formula in mice studies is pretty high (18, 27). The serum campesterol level we detected in this study was in micromoles, which was comparable to the circulating levels of plant sterols (7–24 μmol/l) in humans (4). Consistent with previous reports (4, 28–30), the elevated campesterol concentrations and their ratio to cholesterol were also presented in liver and lung. Meanwhile, the decreased concentration of cholestanol and its ratio to cholesterol indirectly indicated the cholesterol absorption reduction. As a result, significantly lowered circulating TC and non-HDL concentration were presented in the 2% PS-treated mice. In response to the decreased circulating cholesterol level, the compensated endogenous cholesterol synthesis was increased in the liver, which was manifested by the significantly upregulated genes related to the synthesis of cholesterol cascade products such as *Srebf2, Hmgcr, Hmgcs1*, and *Sqle*. Consistently, previous research using sterol balance techniques observed that dietary use of sitostanol ester margarine reduced absorption, increased fecal elimination, and stimulated compensatory synthesis of cholesterol in human beings (31). Our transcriptome data gave more profound data regarding the important role of the liver in compensatory regulating of cholesterol homeostasis in the body.

To test whether the triggered feedback mechanism and the increased hepatic concentration of PS could cause any liver damage, we observed the histopathological features of the liver. The 28-week supplementation of PS to the diet in healthy mice neither caused lipid droplet accumulation and inflammatory cell infiltration in the liver tissues, nor did it affect the levels of TC and TG in the liver. Meanwhile, the levels of liver enzymes like AST or ALT, and the expression of key genes of inflammation were not significantly promoted by PS diet. This is consistent with the earlier observation by Gregory Guthrie (32) that PS alone does not directly induce inflammatory responses in hepatocytes. The hepatobiliary injury caused by PN using soybean oil lipid emulsions might depend on the route of administration (intravenous drip), and dietary plant sterols that are absorbed from the diet, incorporated into chylomicron and transported to the liver do not cause hepatic injury (33).

Emerging evidence has demonstrated that the dynamic balance of cholesterol and lipoprotein is important for lung physiology. The most compelling evidence was the pathological pulmonary phenotypes observed in the mice with genetic ablation of apoA-I (34), apoE (35), ATP binding cassette subfamily A member 1 (ABCA1) (36), and ATP binding cassette subfamily G member 1 (ABCG1) (11, 37) genes. Without those specific efflux receptors, lipid would overload lung resident cells and impair the function of alveolar surfactants (38, 39). Furthermore, a recent study has found that β-sitosterol could alleviate chronic alveolar epithelial injury through suppression of epithelial–mesenchymal transformation by inhibiting the TGF-β/Snail pathway (40). Our data showed that unlike the compensatory endogenous cholesterol synthesis in the liver, the expression of genes related to cholesterol synthesis was downregulated in the lung of the PS-supplemented diet-fed mice, together with pathways relating fatty acid synthesis, transport, and oxidation downregulated. Since evidence is accumulating regarding several intracellular metabolic pathways, including cholesterol synthesis, fatty acid oxidation, and glycolysis tightly regulate immune cell function (41), and PS exhibit anti-inflammatory action *via* different modes (42), studies relating lipid metabolism to the physiopathology of lung diseases is promising in the near future.

## Conclusion

A total of 28 weeks of 2% PS diet could effectively reduce the circulating TC levels in healthy C57BL/6J mice. The liver persists protective effect to avoid uncontrolled decline in circulating cholesterol level by balancing increasing hepatic cholesterol synthesis, thus causing no obvious hepatic lipid accumulation and inflammation. The mechanisms and effects related to diminished cholesterol synthesis, fatty acid transport, and oxidation in the lung with long-term PS supplementation need to be further elucidated.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Ethics statement

The animal study was reviewed and approved by the Biomedical Ethics Committee of Chongqing Medical University (Chongqing, China).

## Author contributions

XL: conceptualization and methodology. QZ and JW: experimental conduction and data analysis. DH, JL, and SW: data curation. QZ: figure organization and writing—original draft preparation. XL: writing—review and editing, supervision, and project administration. All authors contributed to the article and approved the submitted version.

## Funding

The study was funded by the Yihaikerry Nutrition and Food Safety Foundation, Chinese Nutrition Society (CNS-W2018A45); the project of Technology Innovation and Application, Chongqing, China (cstc2019jscx-msxmX0280); and the project of the top-notch talent cultivation program for the graduate students of Chongqing Medical University (BJRC202029).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

ABCA1: ATP binding cassette subfamily A member 1
ABCG1: ATP binding cassette subfamily G member 1
ALT: alanine aminotransferase
AST: aspartate aminotransferase
DEG: differentially expressed genes
ELISA: enzyme-linked immunosorbent assay
eWAT: epididymal white adipose tissue
GO: Gene Ontology
HDL-C: high-density lipoprotein cholesterol
KEGG: Kyoto Encyclopedia of Genes and Genomes
LDL-C: low-density lipoprotein cholesterol
PCA: principal component analysis
TC: total cholesterol
TG: triglyceride
UPLC-MS: ultra-performance liquid chromatography-mass spectrometry.

How the deposited data were processed for this re-analysis (not part of the article)

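RNA was sequenced from the livers of 4 CS and 5 PS mice and from the lungs of 3 CS and 3 PS mice, 6 of the same animals. Samples were assigned to tissue, diet, mouse and replicate from their labels and the paper's methods. The labels give an age of 28 weeks, whereas the paper's times add up to 34.

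The authors aligned the cleaned reads with Hisat2 and counted reads per gene with featureCounts, and the deposited counts carry no normalization. The deposited FPKM values are these counts divided by the gene length and by 1 factor per library. That factor follows DESeq2's size factors to within 0.455% in the liver and 1.21% in the lung, while it departs from the column totals by up to 9.75% and 8.13%, so a scaling between libraries by the authors is already in the FPKM values. The gene model is not named in the paper's text. Of the 54532 genes in each table, 54409 were found in GENCODE release M21 for GRCm38 and 53499 have the same start and end there. Every count and FPKM column was mapped to a sample.

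From the counts, edgeR 4.0.16 with TMM normalization, its default filter on low counts and the robust quasi-likelihood test compared the diets within each tissue (R 4.3.3). The difference of the diet effect between lung and liver was tested in 1 model over all 15 libraries. P-values were adjusted by the Benjamini-Hochberg method. Calls in the liver were counted at an unadjusted p at most 0.05, as in Fig. 3B, and at an adjusted p under 0.05, and in the lung at an adjusted p under 0.05, as in Fig. 6B. Lists of genes were tested with camera, with a preset correlation of 0.01 and an estimated one, and with fry, all from limma 3.58.1, and by an exact permutation of the mean z-score per library. The lists, the designs and the processing alternatives were fixed before the data were examined, apart from the correction for GC content. PCA and the share of squared distance that diet accounts for used log2(FPKM + 1).

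The fits were tested on simulated data, counts drawn from the real means with 200 genes changed. These changes were larger than the medians of the cholesterol and fatty acid lists, and each gene was drawn independently. The numbers recovered may therefore be too high for smaller changes, and false calls too few for correlated genes. In the liver edgeR called 112 of the changed genes and 8 unchanged ones, and in the lung 141 and 8. DESeq2 called 150 and 36 in the liver. In a further simulation the fit without a filter called 155 changed and 40 unchanged genes in the liver and 155 and 56 in the lung. A GC content trend put into the PS libraries gave 1332 unchanged genes called in the lung, and 17 once the trends were removed. With the level of marker genes in the fit, a list simulated to follow the markers went from a median log2 fold change of -1.27 to -0.069, and a list simulated to fall with the diet stayed at -1.03. The set tests were run on a changed and an unchanged list. The fit for the difference between tissues recovered 34 of the 200 changed genes, so it misses many. With mouse as a block it recovered 7, so the count of calls with that block says little.

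The alternatives were DESeq2's size factors, DESeq2 1.42.0's Wald test (the paper used version 1.20.0), no filter, at least 10 counts in every library, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), a replicate block, removal of each library's trend with gene length or GC content (loess, span 0.3) and leaving out each library in turn. Replicate numbers do not mark shared litters or days, and their check is given with the alternatives. Mice are a true pairing between the tissues.

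Genes are named in the text if the paper names them in its text, Table 2 or heatmaps, if they stand in a list fixed beforehand, or if they are among the 5 largest rises or falls of a tissue with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the diets. Only named genes entered that last group. The reading of this word, which leaves out predicted genes, RIKEN clones and expressed sequences, was settled after the values were seen, and 3 lung genes with clone names would otherwise have entered. No liver gene met the rule. Named outside these rules were Gm7463, the liver gene past the adjustment, and 1810008I18Rik and Adck5, from the difference between the tissues. Genes that overlap or copy a listed gene, such as Gm3571, were named too.

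Near-identical copies were sought among the transcripts at 95% identity over at least 200 bases, and overlaps between exons on either strand. Each library comes from its own mouse by the labels. No pair of libraries of one diet was as close as counting noise would leave repeated deposits of the same library. No enrichment was run on Supplementary Tables S1 and S3, which were held only in part. The RT-qPCR, Western blot, ELISA, sterol and histology measurements were not analysed here. Single values of a few listed genes are not reported here, although these genes enter the values of their lists.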

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

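Of the tests below, those of the clock genes in both tissues, of the difference between the tissues for single genes and for the cholesterol enzymes, and of the splits of the mice were set before the results were seen, and the others were chosen after. Within the liver groups, 118 sets of values were searched for a library far from the others, and 8 stood out where about 5.9 would by chance. The gap of that library to its nearest neighbour, as a share of the range of the group, was 0.936 for Fdps in CS replicate 1, 0.983 for Acat2 in CS replicate 4, 0.898 for Il1b in CS replicate 3, 0.745 for Trim25 in PS replicate 5, 0.846 for Cdh1, 0.865 for Icam2 and 0.859 for Clock in CS replicate 2, and 0.903 for Nr1d1 in CS replicate 4. The number is close to chance. Leaving out the library in question kept each direction. Without CS replicate 2, the log2 fold change of Cdh1 was -1.23 with an edgeR adjusted p of 0.0189, against -0.93 with all livers (edgeR adjusted p = 0.504), and that of Icam2 was -0.58 against -1.02. No biological explanation was tested for these single libraries.

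Fdps rises more than the other cholesterol genes in the PS livers. Its pseudogene Gm3571 held a mean count of 95 in the PS livers against 19.4 for Fdps, and it rose with the pathway (log2 fold change 1.42), which is what reads shared with pseudogenes of Fdps need. Fdps also shares exons with Gm43738, which holds 0 counts in every liver. Whether reads on those exons were left uncounted cannot be told apart from a lack of transcription of Gm43738. The size of the change in Fdps may therefore reflect only the few reads that could be placed.

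The diet effect was compared between the tissues over 4 lists. Over the 20 enzymes of cholesterol synthesis the effect in the lung minus that in the liver had a median of -1.19 (18 of 20 lower, camera with estimated correlation p = 0.000377), and -1.17 with mouse as replicate block (p = 0.0136). Over the genes of Fig. 5D the median difference was 0.78 (estimated correlation p = 0.00621). The study chose these genes as lower in these livers, which favours a positive difference, so this test is no evidence that the tissues differ. No difference past 0.05 was found with the estimated correlation or fry for the genes of Fig. 8B (median -0.78, p = 0.138 and 0.0561) or for beta-oxidation (median -0.19, p = 0.705 and 0.548). Of single genes, 4 passed an adjusted p under 0.05 in edgeR's test, while 1935 had an unadjusted p under 0.05. They are Insig1 (-1.98), Msmo1 (-2.58), 1810008I18Rik (-2.75) and Adck5 (1.98), of which the last pair was chosen after their values were seen. In simulation the fit behind these 4 genes recovered 34 of 200 changed genes, and the fit with mouse as replicate block 7. With that block 0 genes passed. Leaving out 1 library gave from 0 (without lung CS replicate 2) to 12 (without liver CS replicate 3). Of 60 splits of the mice, 1, the real one, gave as many genes, and the others at most 2. Removing the GC content trend left the lung's fall of the list at -0.30 and its tests past 0.05 where they had been (camera 0.0111, fry 0.0366), which argues against a GC content bias as its whole cause. The markers of alveolar type II cells had a median of -0.063 in the lung with 3 of 8 higher (Sftpc by 0.82), which leaves a change in these cells open.

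Clock genes, which the paper's text does not discuss and Supplementary Table S2 lists under Circadian rhythm, were shifted in the PS livers. With the genes of the opposite phase turned in sign, the median log2 fold change was 1.39, and 16 of 16 genes moved the same way (estimated correlation p = 0.0154, exact permutation p = 0.0159). The study lists 6 genes under Circadian rhythm as upregulated in these same livers. Where the lists share genes, the liver test is not independent evidence. The genes of one phase minus those of the other differed by 2.44, and by 3.57 without CS replicate 2. If the diet groups were killed at different times of day, the lungs of the same mice would shift too. They did, by 1.23 (15 of 16 genes, fry p = 0.00668, estimated correlation p = 0.115), which a difference in time of day would give. A shift of the clock by the diet would look the same and stays open. The tissues of 1 mouse parted in the clock score, the mean z-score of a phase minus that of the other. In CS replicate 2 it was 0.459 in the liver, above the 0.303 of PS replicate 2, but -1.13 in the lung. The other CS livers lay from -2.71 to -1.57 and the other CS lungs at -1.59 and -1.21. A time of day shared by both tissues does not account for that liver, though 1 mouse does not settle the cause. The time of day was also weighed for the cholesterol synthesis genes. Within the diets the scores of the 9 livers ran against that (r = -0.72, exact permutation p = 0.149, rho = -0.68, exact permutation p = 0.0938), and without the 2 livers farthest from the median of the clock score r was -0.42. This was the only relation of its family, and these few livers do not settle it.

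Of 49 tests of lists the paper's text does not use, 5 were past 0.05 in both camera with estimated correlation and fry, where about 2.5 would pass 1 test by chance. None held after adjustment over the 49 (smallest adjusted value 0.376). Beside the clock genes these were other targets of SREBP2 in the liver (median 1.22, 5 of 5 higher, of which Insig1 and Srebf2 are also in Fig. 3D), lung endothelial markers in the liver (-0.66, 6 of 6 lower, where Cldn5 is also in Fig. 5D), and targets of PPAR-alpha in the liver (-0.85, 15 of 16 lower) and the lung (-0.43, 9 of 11 lower). The feeding state of the mice at the end is a candidate explanation for the PPAR-alpha targets that no test here addresses. With the liver's GC content trend removed the liver held 2 genes at an adjusted p under 0.05. The Cyp4a10, Cyp4a31 and Cyp4a32 genes among the targets are near-identical, so their counts are uncertain.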

How the results depend on the processing

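The correction for GC content was chosen after seeing the data. Depth limits the genes with few counts, such as Tnf, Il6 and Tlr4 in the liver.

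The medians of the lists kept their direction and their side of 0.05 in camera with the preset correlation under every alternative run. The cholesterol enzymes ranged from 0.60 to 1.02 in the liver and from -0.34 to -0.24 in the lung, the genes of Fig. 5D from -0.98 to -0.43 in the liver, those of Fig. 8B from -0.89 to -0.62 and beta-oxidation from -0.43 to -0.30 in the lung. The cholesterol difference between the tissues ranged from -1.31 to -1.04. The stricter tests were less stable. Camera with the estimated correlation, 0.0386 for the genes of Fig. 8B, was above 0.05 without lung CS replicate 1 (0.0519), CS replicate 3 (0.0535), PS replicate 1 (0.0786) or PS replicate 3 (0.0662). The fry test of the cholesterol enzymes in the lung was above 0.05 without CS replicate 1 (0.0565), CS replicate 3 (0.0975) or PS replicate 3 (0.0608), and that of beta-oxidation without CS replicate 3 (0.0626).

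Counts of genes moved more. In the liver at an unadjusted p at most 0.05, no filter gave 828 higher and 785 lower, since more genes were tested. At an adjusted p under 0.05, DESeq2's Wald test gave 90 higher and 41 lower, no filter 20 and 6, at least 10 counts in every library 2 higher, limma-trend on log2(FPKM + 1) 5 and 1, limma-trend on log2(FPKM + 0.1) 4 higher, removal of the gene length trend 0 and of the GC content trend 2 higher. The cause was not tested. Fits that each left out a liver gave from 370 (without CS replicate 1) to 1039 (without CS replicate 2) higher and from 329 to 852 lower at the unadjusted threshold, and from 0 to 43 and from 0 to 22 at the adjusted one.

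In the lung at an adjusted p under 0.05, DESeq2's Wald test gave 1527 higher and 1464 lower, and no filter 1220 and 1086. Limma-trend gave 495 higher and 590 lower on log2(FPKM + 1), and 528 and 557 on log2(FPKM + 0.1). Without 1 lung the counts ran from 0 (without CS replicate 3) to 1752 (without PS replicate 1) higher and from 0 (without CS replicate 3) to 1309 (without PS replicate 3) lower. Fewer samples enter those fits.

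The share of higher calls in the lung, 52.0% of 1542, was 59.4% of 2949 without PS replicate 1 and 42.0% of 2256 without PS replicate 3. Few calls were left in the other fits with a call. There it was 4.35% of 23 without CS replicate 1, 3.85% of 26 without CS replicate 2 and 22.2% of 9 without PS replicate 2. With limma-trend the share was 45.6% of 1085 on log2(FPKM + 1) and 48.7% of 1085 on log2(FPKM + 0.1). Under the other alternatives with all lungs it ran from 50.3% (replicate block) to 55.4% (gene length trend removed).

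The replicate numbers do not pair the mice. The correlation of same-numbered livers, as deviations from the group means, ran from -0.36 to -0.03 and that of lungs from -0.01 to 0.10. With the replicate block, 260 liver genes were higher and 227 lower at the unadjusted threshold and 0 at the adjusted one, and 1270 of the 1542 lung calls remained. With this block the estimated correlation gave 0.102 for the genes of Fig. 8B and fry 0.0823 for beta-oxidation. With mouse as replicate block, 0 genes differed between the tissues, against a range from 0 to 12 over the fits that each left out a library.

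A few single genes reversed. Hsd17b7 in the liver was at -0.011 with the GC content trend removed and ran from -0.29 to 0.26 when a library was left out. Without liver CS replicate 2, Pmvk was at -0.035 (highest 0.48 in the other fits). In that fit 17 of the 20 enzymes of cholesterol synthesis were higher and 3 lower. In the lung, leaving out a library took Fdps from -0.84 to 0.29, Fdft1 from -0.00372 to 0.21, Dhcr7 from -0.00399 to 0.26 and Usp2 from -0.16 to 0.32. In the fits that each left out a library, single genes became stronger in 35 values and weaker in 147, of which 140 were in the lung. Under the other alternatives they became stronger in 72 values and weaker in 36.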

Differences from the paper's values

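The paper gives 1502 upregulated and 1439 downregulated genes in the lung, against 802 and 740 with edgeR's test at an adjusted p under 0.05. With DESeq2's Wald test the counts were 1527 and 1464, and without a filter on low counts 1220 and 1086, both within 1.5 times the paper's. Without lung PS replicate 1 they were 1752 and 1197, and without lung PS replicate 3 the lower genes numbered 1309. The other alternatives set before the data were examined did not close the gap in either direction. The paper's methods name DESeq2.

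In the liver the paper gives 727 upregulated and 651 downregulated genes. DESeq2's Wald test at an unadjusted p at most 0.05 gave these numbers, 727 and 651, and edgeR's test gave 523 and 473.

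The paper reads the liver PCA as a difference between the diets. The diets separated on the second component, and on the first the exact permutation p was 0.825. The paper states lower levels of Tlr4 and TNFα genes in the liver, citing its heatmap and RT-qPCR. The RT-qPCR was not analysed here, so the values below bear on the sequencing only. Here Tlr4 had a log2 fold change of -0.43 (standard error 0.75) and an edgeR adjusted p of 0.961, and Tnf did not pass the filter on low counts, with 0.22 CPM in the CS group and 0.225 CPM in the PS group. Without the filter its log2 fold change was 0.07 (edgeR adjusted p = 0.987), and with DESeq2's Wald test 0.06, with no adjusted p given. Il1b had an unadjusted p of 0.00789 and Icam2 of 0.0275, and neither passed the adjustment over all genes. DESeq2's adjusted p for Il1b was 0.0939, and no setting run here called Il1b, Icam2 or Tlr4 at an adjusted p under 0.05.

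Some genes the paper names as changed passed the adjustment only under an alternative. In the liver, DESeq2's Wald test gave an adjusted p of 0.00015 for Sqle, 0.0176 for Cyp51 and 0.0023 for Fdps. In the lung it gave 0.0286 for Sqle and 0.0245 for Acsl3. Without a filter on low counts the edgeR adjusted p was 0.0488 for Sqle in the liver, 0.0222 for Sqle in the lung and 0.0346 for Acsl3 in the lung. Without lung PS replicate 1 it was 0.0478 for Cyp51 in the lung and 0.00983 for Sqle, and without lung PS replicate 3 it was 0.0385 for Acsl3. With the replicate block Acsl3 had 0.0479.

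In the lung, Tm7sf2 (1.38) and 5 other enzymes of cholesterol synthesis were higher, where the paper describes a decrease. Of the higher enzymes, Fdft1 and Dhcr7 were at -0.00372 and -0.00399 without lung CS replicate 2. The 9 genes of Fig. 3D were all lower in the lung, the direction the paper describes.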

Other observations

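Of the tests in this part, those on other splits of the libraries and on gene length were set before the results were seen, and the rest were chosen after.

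In 100 splits drawn for the livers, the real one included, 8 gave at least as many genes at an adjusted p under 0.05 as the real one and 18 at an unadjusted p at most 0.05. The other splits called a median of 351 genes at the unadjusted threshold, against 996 for the diets, and up to 3903. At the adjusted threshold their median was 0, against 1, and the highest 1226. The number of liver calls is above the median of other groupings, but not so far that chance is excluded. In the lung, 1 of 10 splits, the real one, gave as many genes, and 10 splits cannot give a share below 0.1, so the rank alone cannot exclude chance. The other splits called at most 1 gene at the adjusted threshold, against 1542 for the diets, and at the unadjusted one at most 1006 (median 516) against 5040.

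The largest axis of variation in the livers does not follow the diet. Scores on it followed the share of counts taken by the 10 most counted genes (Pearson r = 0.97, exact permutation p = 0.000138, adjusted 0.000551, Spearman rho = 0.92, exact permutation p = 0.00131, adjusted 0.00525, over 9 livers and 4 relations computed). Without the 2 livers farthest from the median r was 0.89. A few genes taking a large share of the counts is a candidate explanation. That share was 28.8% in CS replicate 2, the highest of the livers, and 16.6% in CS replicate 1, the lowest. Both measures come from the same counts, and whether RNA quality or the state of the mice moved them was not tested. The GC content trend of the libraries had r = 0.70 (exact permutation p = 0.0369, adjusted 0.0738, rho = 0.50, exact permutation p = 0.178, adjusted 0.237), and 0.43 without the 2 farthest, so a GC content bias is left undecided.

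Across lung genes, which are not independent replicates, the log2 fold change followed GC content (Spearman 0.20) and gene length (-0.13) weakly. With the length trends removed, 1333 of the 1542 calls remained, and with the GC trends removed 1006. Neither trend is the whole cause of the lung calls, and a GC content bias may account for part of them.

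The fall of the fatty acid genes in the PS lungs could come from other tissue on the lung pieces. The genes of Fig. 8B were picked as lower in these lungs, so the p-values of their set are not independent evidence of a fall, and the fits below show only how much of it is left beside the markers or the GC content trend. With the cardiomyocyte markers in the fit the median of the genes of Fig. 8B was -0.80 and each set test stayed past 0.05 (estimated correlation p = 0.0409, close to that limit), which argues against less heart muscle as the whole cause. The 6 adipocyte markers, none of them in Fig. 8B, were all lower in the PS lungs (median -1.23, exact permutation p = 0.3), and so were the 3 brown adipocyte markers tested (median -1.40, exact permutation p = 0.2). With the adipocyte markers in the fit the median of the genes of Fig. 8B was -0.79 with 27 of 27 lower and fry gave 0.00822, but the estimated correlation gave 0.0715 against 0.0386 without them. With the brown adipocyte markers it was also -0.79, with 27 of 27 lower, fry 0.0131 and the estimated correlation 0.0652. With both in the fit it was -0.63, with 27 of 27 lower, fry 0.0494 and the estimated correlation 0.145. PS replicate 1 held 2112 adipocyte and 263 brown adipocyte counts, close to the 2282 and 284 of CS replicate 1, and its mean z-score of the genes of Fig. 8B was -0.60 against 0.82. That goes against less adipose tissue as the whole cause, but it is the only PS lung with such levels, and less adipose tissue cannot be told apart from the diet in these 6 lungs. Removing the GC content trend left the median at -0.75 with each test past 0.05 (estimated correlation p = 0.047).

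Skeletal muscle genes differed between the lung libraries. All 6 listed genes were highest in CS replicate 3, which held 7908 counts of them against at most 213 in the other lungs. Muscle tissue in a lung piece is a candidate explanation, with 6 genes highest in 1 library. No lung gene passed the adjusted threshold without that library. Without CS replicate 1, CS replicate 2 or PS replicate 2 only 23, 26 or 9 genes did. The loss of calls is thus not special to the library with the muscle counts.

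The lower inflammation genes in the PS livers may reflect fewer leukocytes, macrophages or endothelial cells. Of 21 markers tested 18 fell, with a median of -0.56, but the exact permutation p was 0.127, and none of them is in Fig. 5D. The cell content and the expression per cell cannot be told apart here.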
